A study of Homo sapiens with 90 samples. Its data were reported in "A Qualitative Modeling Approach for Whole Genome Prediction Using High-Throughput Toxicogenomics Data and Pathway-Based Validation" (2018).

How the data were processed

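MCF7 cells, a human line of luminal breast carcinoma origin, were exposed for 24 h to the triazole fungicide fenbuconazole, the imidazole fungicide imazalil or the phenoxy herbicide 2,4-D, each at 9 concentrations from 0.001 to 10 µM, or to the DMSO vehicle. Total RNA was labeled and hybridized to 84 Affymetrix HT HG-U133+ PM arrays, of which 81 carried treated samples (3 for each chemical and concentration) and 3 carried DMSO samples. The authors deposited log2 values, 1 per probe set and column, that had been summarized and normalized with RMA. Per the labels, each chemical was normalized as a separate set of 30 columns together with the same 3 DMSO arrays, so that each DMSO array appears in 3 columns and the table holds 90 columns of 54715 probe sets. The submitters' processing notes name RMA and Partek without a version, and the background settings were not stated. An array gives no read depth, and the number of arrays per group limits the precision. The labels tie no genome build to the arrays, and no coordinates are given.

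The 102 Affymetrix control probe sets were set aside and 54613 probe sets were tested with no filter on signal. Gene symbols came from the probe table of the series and were brought up to date through the Entrez identifier and a RefSeq gene table of the assembly GRCh38.p14, used for names alone, in which 40858 of the 40914 probe sets with a single symbol were found and 56 were not. Another 864 probe sets had several symbols and 12835 had none. For gene lists, each of 19774 genes was represented by the probe set with the highest mean over all columns. The same DMSO array differed between its normalizations with an SD of 0.036 after centering each probe set, against 0.159 between DMSO arrays, and column medians lay between 3.62 and 3.85.

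Fits were made in R 4.3.3 with limma 3.58.1, and plots with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. For each chemical, lmFit and eBayes were run on its 30 columns with a coefficient per concentration. The overall response was the moderated F test over the 9 contrasts against DMSO, and each concentration was tested by its moderated contrast. A separate fit with 1 slope on the rank of the concentration (DMSO as 0) tested for a trend. Chemicals were compared at 10 µM after subtracting from each treated column the mean of the 3 DMSO columns of its own set, which removes the shift between normalizations, in a fit to the 81 treated columns. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over all probe sets within each contrast, and an adjusted p under 0.05 was called. Where a number of calls is given as a percentage, it is that of all 54613 tested probe sets. Values after ± are standard errors of the fit or standard deviations of 3 arrays, as named, and intervals are 95% intervals.

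A total of 20 gene lists with 344 genes, 312 of them measured, were tested at 10 µM by camera with a preset correlation of 0.01 between genes, adjusted over the 60 tests of lists and chemicals. The lists covered sterol synthesis, fatty acid synthesis, targets of the aryl hydrocarbon receptor, CAR and PXR targets, estrogen receptor targets, steroid hormone synthesis, PPAR targets, NRF2 targets, the integrated stress and unfolded protein responses, p53 targets, proliferation, heat shock, interferon response, hypoxia, the respiratory chain, ribosomal proteins, and markers of luminal epithelium, hepatocytes, mesenchymal cells and blood. Members past the threshold were counted over all probe sets and adjusted over the list alone. Alternatives to camera were an estimated correlation for each list and the rotation test fry.

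Named genes followed a rule. For each chemical at 10 µM these were up to 10 genes rising and up to 10 falling with the largest change among called probe sets whose 3 treated values all lay beyond the 3 DMSO values, and, with fewer than 10 such probe sets, the 10 genes with the smallest p of the F test. Added to these were 23 fixed genes, 21 of which were measured, up to 4 members of each list past the threshold, and up to 10 genes each way with the largest difference between imazalil and fenbuconazole. Groups, tests, thresholds, lists, this rule and the alternatives were set before the data were examined, apart from those named below as chosen later.

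Correlations of log2 fold changes were Spearman's across probe sets, set beside unchanged groups simulated from the residual spread against the same controls. Probe sets were also sorted into those above 0.1, those below -0.1 and the remainder on the log2 scale. The sample descriptions carry a P number from 1 to 3, unexplained in the labels, that occurs once in each group. The methods describe 3 separate experiments on different cell batches, without tying the P number to them, and it was treated as a possible batch. Residuals of columns with the same P number had a mean correlation of 0.0365, 0.0577 and 0.0492 in the fenbuconazole, imazalil and 2,4-D sets, and 24, 24 and 25 of the 30 columns correlated best with their own number, while 194, 484 and 402 probe sets differed between numbers. The unpaired fit, planned as the main one, was kept because not every pair of columns with the same number correlated. The lowest value was -0.306, -0.279 and -0.232, which does not rule out a batch. Each group holds every P number once, so the main fit leaves any difference between numbers in the residual spread. This can make its tests conservative. The planned fit with the P number as a block was an alternative. Other alternatives were the replicate number of the titles as a block, probe sets with a mean above the median of 3.69 alone, an intensity trend with robust estimation, array weights, joint quantile normalization, an adjusted p under 0.1, 1 probe set per gene, a fold of at least 1.5, fits to the compared groups alone, concentration in µM or as a logarithm without DMSO, no subtraction of DMSO, and leaving out each P number or array.

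The fits were tested on simulated values for all 54613 probe sets with 200 changed ones. For 10 µM imazalil, 52.2% of the 67 probe sets changed by 0.5 on the log2 scale and 100% of those changed by 1 were recovered, with 13 false calls. The overall test for imazalil recovered 34.3% and 95.5% at these sizes with 4 false calls, and the trend recovered 100% of 200 probe sets with a slope of 0.1 per step with 14 false calls. That slope is steeper than any called with fenbuconazole, at most 0.0829 per step. Recovery of smaller slopes was not tested. For imazalil minus fenbuconazole the shares were 64.2% and 100% with 8 false calls. Fenbuconazole and 2,4-D, simulated with no change, gave 0 calls at 10 µM. The simulated noise was independent between probe sets and held no difference between P numbers, unlike the real columns. These shares and false calls therefore do not describe the fits under such structure.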

Results

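The data describe 24 h transcriptional responses of MCF7 cells to 3 agrochemicals over a range of 0.001 to 10 µM. There were 3 arrays for each of the 9 concentrations of fenbuconazole, imazalil and 2,4-D and 3 arrays with DMSO shared by all chemicals. Arrays of a set were alike, with a mean correlation of each column with its set of 0.993 to 0.997. Luminal epithelial markers had a median log2 signal of 12.05 over 12 genes, with KRT18, a keratin of simple epithelia, at 13.41. Hepatocyte and blood cell markers lay at medians of 3.38 and 3.30, and mesenchymal markers at 4.21, with CAV1, a caveolar protein, highest at 10.58. The difference between the 3' and 5' probe sets for ACTB is a measure of RNA integrity. It was 0.449 ± 0.15, 0.479 ± 0.17 and 0.458 ± 0.15 (SD, n = 3) with DMSO in the fenbuconazole, imazalil and 2,4-D sets. At 10 µM it was lower, at 0.273 ± 0.085, 0.340 ± 0.12 and 0.300 ± 0.072. The DMSO values come from the same 3 arrays, so these are not separate observations. Over all columns it ranged from 0.074 to 0.687, 0.21 to 0.614 and 0.197 to 0.587, and an effect of 10 µM was not tested. The comparisons ask which genes respond to each chemical, at which concentrations, and whether the responses to the 2 azole fungicides differ.

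Imazalil at 10 µM raised targets of the aryl hydrocarbon receptor, the transcription factor that responds to dioxins and other planar ligands. CYP1A1, a monooxygenase of xenobiotic metabolism, rose 5.01-fold, from a log2 signal of 3.70 ± 0.16 to 6.03 ± 0.115 (SD, n = 3), a fold that may be understated because the DMSO level lay near the median of all probe sets, 3.69. CYP1B1, a second monooxygenase of the family, rose 3.25-fold at 1 probe set and 2.00-fold at the brightest, and AHRR, the repressor of the receptor, rose as well. The largest other increases were for DHRS3, a retinaldehyde reductase (3.35-fold), and TGFBI, an extracellular matrix protein (2.84-fold). Among probe sets with a single symbol the largest decreases were for LINC01588, a long non-coding RNA, to 0.462-fold of DMSO, ANXA1, annexin A1, to 0.483-fold, and TNFRSF11B, osteoprotegerin, to 0.501-fold.

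In total 271 probe sets were called at 10 µM imazalil by limma, 187 higher and 84 lower. Their median change in size was 1.47-fold, and 31 reached 2-fold. The log2 fold change was 2.32 ± 0.13 (SE, n = 3, adjusted p = 6.37e-12) for CYP1A1, 1.75 ± 0.13 (adjusted p = 5.64e-09) for DHRS3, 1.54 ± 0.13 (adjusted p = 2.28e-08) for AHRR and 1.51 ± 0.16 (adjusted p = 1.26e-06) for TGFBI. Also higher were ALDH1A3, a retinaldehyde dehydrogenase (1.48 ± 0.20), EPAS1, the hypoxia-inducible factor HIF-2 alpha (1.31 ± 0.19), LMCD1, a LIM domain protein (1.29 ± 0.12), GABRP, a GABA receptor subunit (1.27 ± 0.13), and ST3GAL1, a sialyltransferase (1.26 ± 0.12). Lower were ANXA1 (-1.05 ± 0.17, adjusted p = 0.000921), BMP5, a bone morphogenetic protein (-0.97 ± 0.14), MGP, matrix Gla protein (-0.96 ± 0.21), UGT2B15, a glucuronosyltransferase that conjugates androgens (-0.93 ± 0.11), CXCR4, a chemokine receptor (-0.82 ± 0.17), SLITRK6 (-0.81 ± 0.17), SLC26A2, a sulfate transporter (-0.81 ± 0.18), and GPER1, a membrane estrogen receptor (-0.80 ± 0.11). LINC01588, MGP, CXCR4, SLITRK6 and SLC26A2 were not called by the F test (adjusted p = 0.0645, 0.0598, 0.0645, 0.5 and 0.156). Their calls at 10 µM were lost in 5, 8, 7, 7 and 9 of 17 alternative settings. The value for UGT2B15 is that of its brightest probe set, the only one called. All 271 probe sets had their 3 treated values beyond the 3 DMSO values. Their direction was therefore the same within each of the 3 P numbers by construction, which adds no further support. The share called, 0.496% of all probe sets, fell to 0.110%, 0.196% and 0.152% without P1, P2 and P3, to 0.295% without DMSO replicate 2, to 0.273% and 0.244% without replicates 1 and 3 at 10 µM, and to 0.121% when the 6 compared columns alone were fitted. The overall F test called 0.214% of probe sets, 88 with their largest change upwards and 29 downwards, with 0.357% when the P number was a block and 0.0275%, 0.0769% and 0.0824% without P1, P2 and P3.

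Among the fixed lists, 4 passed with 10 µM imazalil. Of 9 measured aryl hydrocarbon receptor targets, 4 rose over all probe sets and 5 adjusted over the list alone, 8 had a positive change, and the median log2 fold change was 0.34 (adjusted p = 1.87e-18), with 0.285, 0.276 and 0.461 within P1, P2 and P3. SLC7A5, an amino acid transporter, was the fourth to rise over all probe sets (0.75 ± 0.10). Of 17 NRF2 targets, 2 rose over all probe sets and 4 adjusted over the list alone, with a median of 0.10 (adjusted p = 1.56e-06). The 2 were TKT, transketolase (0.44 ± 0.07), and SLC7A11, the cystine transporter (0.75 ± 0.13), whereas NQO1, a quinone reductase that is also a member of the first list, stood at 0.34 ± 0.08 (adjusted p = 0.063) at its brightest probe set and rose at another (0.36 ± 0.08, adjusted p = 0.0312), and TXNRD1, thioredoxin reductase, stood at 0.23 ± 0.08 (adjusted p = 0.325). The median of the aryl hydrocarbon receptor list, also within each P number, was the value of NQO1 at its brightest probe set. Of 18 genes of the integrated stress and unfolded protein responses, 2 rose over all probe sets and 6 adjusted over the list alone, with a median of 0.15 (adjusted p = 4.52e-08). They were DDIT3, the stress-induced transcription factor CHOP (0.77 ± 0.13), and DDIT4, an inhibitor of mTORC1 (0.62 ± 0.10), with DNAJB9 at 0.31 ± 0.08 and TRIB3 at 0.25 ± 0.07 at its brightest probe set. Another probe set for TRIB3 rose (0.46 ± 0.10, adjusted p = 0.0299). Of 26 proliferation genes 0 passed, 2 had a positive change and the median was -0.12 (adjusted p = 0.0013), a call that was lost with an estimated correlation (adjusted p = 0.323), while the other 3 held. RRM2, a ribonucleotide reductase subunit, stood at -0.21 ± 0.08, TYMS at -0.17 ± 0.08, CCNB2 at -0.16 ± 0.08 and AURKA at -0.17 ± 0.09. Sterol synthesis genes had a median of -0.02, and 0 of 19 passed (adjusted p = 0.683).

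Of the fixed genes outside these lists, PGR, the progesterone receptor, fell with 10 µM imazalil (-0.43 ± 0.09, adjusted p = 0.0139). TFF1, a secreted trefoil peptide induced by estrogen, stood at -0.07 ± 0.07 and GREB1, another estrogen-induced gene, at -0.29 ± 0.17. CYP51A1, the lanosterol demethylase and human counterpart of the fungal target of azoles, stood at 0.31 ± 0.12 (adjusted p = 0.431), HMGCS1 at -0.01 ± 0.10, SQLE at 0.04 ± 0.07 and INSIG1 at 0.01 ± 0.11. None of CYP3A4 (-0.31 ± 0.11), CYP2B6 (0.14 ± 0.11), CPT1A (0.07 ± 0.09), PDK4 (0.43 ± 0.21), ANGPTL4 (0.02 ± 0.14), HMOX1 (0.02 ± 0.11), ATF3 (0.23 ± 0.12), ASNS (0.39 ± 0.11), CDKN1A (0.06 ± 0.07) or MKI67 (-0.08 ± 0.11) was called by limma.

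Fenbuconazole at 10 µM raised DDIT3 1.89-fold, SCD, the stearoyl-CoA desaturase of fatty acid synthesis, 1.70-fold at 1 probe set, and TSC22D3, a glucocorticoid-induced leucine zipper protein, 1.34-fold. It lowered UGT2B15 to 0.596-fold of DMSO at its brightest probe set alone and PCDH7, a protocadherin, to 0.539-fold at 1 of 5 probe sets. Genes of sterol synthesis were higher as a group, with a median log2 fold change of 0.24 over 19 measured genes, 17 of them with a positive change. Members of that list stood at 0.32 ± 0.07 for SQLE, squalene epoxidase, 0.43 ± 0.10 for DHCR7, 7-dehydrocholesterol reductase, 0.44 ± 0.12 for HMGCS1, the HMG-CoA synthase, and 0.46 ± 0.14 for CYP51A1 (SE, n = 3).

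These 5 probe sets were all that limma called at 10 µM fenbuconazole, with log2 fold changes of 0.92 ± 0.12 for DDIT3 (SE, n = 3, adjusted p = 0.00278), 0.77 ± 0.11 for SCD (adjusted p = 0.00383), 0.43 ± 0.07 for TSC22D3 (adjusted p = 0.0254), -0.89 ± 0.15 for PCDH7 (adjusted p = 0.0254) and -0.75 ± 0.11 for UGT2B15 (adjusted p = 0.00383). All 5 had their 3 treated values beyond the 3 DMSO values, which fixes the same direction within each of the 3 P numbers. The brightest probe set for PCDH7 stood at -0.40 ± 0.14 (adjusted p = 0.908). With the P number as a block 15 probe sets were called, whereas 0 were called without P1, without P3 or with the 6 compared columns alone, 2 without DMSO replicate 2 or 10 µM replicate 1, and 3 without DMSO replicate 3 or 10 µM replicates 2 or 3. The overall F test called 3 probe sets, for SCD, DDIT3 and UGT2B15, and 0 without P1 or P3. Next by the p of the F test, and not called by it, were SQLE, LYL1 (-0.08 ± 0.09 at 10 µM), TSC22D3, QPRT (0.38 ± 0.09), GDF15, a stress-induced cytokine (0.81 ± 0.16), PCDH7 and INSIG1, a sterol-regulated retention protein of the endoplasmic reticulum (0.40 ± 0.08).

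Among the fixed lists, 7 passed with 10 µM fenbuconazole. In the sterol list 0 of 19 genes passed over all probe sets and 11 rose adjusted over the list alone (adjusted p of the list = 1.26e-17), with medians of 0.256, 0.267 and 0.136 within P1, P2 and P3. In the fatty acid list 0 of 11 passed over all probe sets and 3 rose adjusted over the list alone, with a median of 0.17 (adjusted p = 6.34e-05). These were SCD, at its brightest probe set (0.39 ± 0.10), ME1, malic enzyme (0.26 ± 0.08), and FADS1, a desaturase (0.27 ± 0.10), followed by FASN at 0.20 ± 0.08. Of 18 stress response genes, 1 rose over all probe sets and 8 adjusted over the list alone, 17 had a positive change, and the median was 0.18 (adjusted p = 8.58e-14), with 0.172, 0.107 and 0.271 within P1, P2 and P3. After DDIT3 came TRIB3, a pseudokinase (0.33 ± 0.07), DDIT4 (0.39 ± 0.11) and ASNS, asparagine synthetase (0.41 ± 0.12). NRF2 targets had a median of 0.11 (adjusted p = 1.56e-06), with 0 of 17 past the test over all probe sets and 3 rising adjusted over the list alone, SLC7A11 (0.60 ± 0.17), ME1 and TKT (0.25 ± 0.08), and GCLC at 0.17 ± 0.07. Aryl hydrocarbon receptor targets had a median of 0.09 (adjusted p = 0.00156), with 0 of 9 past the test over all probe sets and SLC7A5 (0.31 ± 0.09) rising adjusted over the list alone. In this list CYP1B1 stood at 0.22 ± 0.08, AHRR at 0.28 ± 0.14 and CYP1A1 at 0.17 ± 0.11. Proliferation genes had a median of -0.16 (adjusted p = 8.83e-10), with 2 of 26 positive, 0 past the test over all probe sets and MCM6, a replicative helicase subunit (-0.31 ± 0.09), falling adjusted over the list alone. RRM2 stood at -0.24 ± 0.08, MCM5 at -0.31 ± 0.10 and MCM2 at -0.27 ± 0.10. Respiratory chain genes had a median of -0.07 (adjusted p = 0.00311), with 0 of 28 past either adjustment and SDHA (-0.18 ± 0.08), NDUFB8 (-0.17 ± 0.09), NDUFA1 (-0.12 ± 0.07) and NDUFB3 (-0.11 ± 0.07) the farthest from 0 by the fit. This call was lost with an estimated correlation (adjusted p = 0.0977) and the other 6 held.

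Of the fixed genes not yet given for 10 µM fenbuconazole, INSIG1 stood at 0.36 ± 0.11 at its brightest probe set and CDKN1A, a cell cycle inhibitor, at 0.20 ± 0.07. CYP3A4 (-0.05 ± 0.12), CYP2B6 (0.05 ± 0.12), TFF1 (-0.05 ± 0.06), GREB1 (-0.11 ± 0.18), PGR (-0.09 ± 0.09), CPT1A (-0.10 ± 0.09), PDK4 (-0.26 ± 0.21), ANGPTL4 (-0.13 ± 0.16), HMOX1 (0.11 ± 0.12), NQO1 (0.09 ± 0.08), ATF3 (0.02 ± 0.10) and MKI67 (-0.07 ± 0.09) were not called by limma.

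With 10 µM 2,4-D no gene was called. CYP1A1 stood at 0.03 ± 0.12 (SE, n = 3), DDIT3 at -0.06 ± 0.12, HMGCS1 at -0.02 ± 0.08 and SQLE at 0.05 ± 0.06 on the log2 scale. By limma 0 probe sets passed at any concentration or in the overall test. At 10 µM 2226 had an unadjusted p under 0.05 where 2731 are expected by chance, and the smallest adjusted p was 0.447. At 10 µM without DMSO replicate 1, 2 probe sets were called. At lower concentrations the number under 0.05 ranged from 1950 at 0.01 µM to 3512 at 1 µM. The smallest adjusted p there was 0.0927, at 3 µM. By the overall F test 1937 had an unadjusted p under 0.05. The genes with the smallest p of this test were LRCH3, NASP, RASSF5, CPT1A at a second probe set, ZNF138, LINC01667, PLA2G6, PYY2 and LINC02355, with changes at 10 µM between -0.45 ± 0.09 for PYY2 and 0.26 ± 0.09 for LINC02355. The remaining fixed genes lay between -0.23 ± 0.19 for PDK4 and 0.17 ± 0.10 for CYP2B6. None of the 20 lists passed with camera or fry, and the smallest adjusted p was 0.18, for sterol synthesis.

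**Figure D1:**
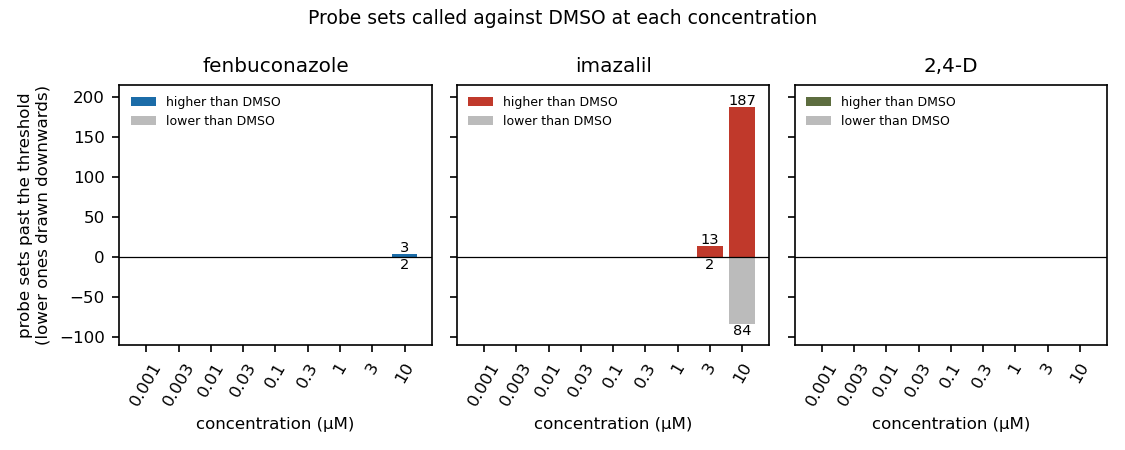
Number of probe sets past an adjusted p of 0.05 against DMSO at each concentration (µM, equal steps on the horizontal axis), with those higher than DMSO drawn upwards and those lower drawn downwards. With imazalil 13 were higher and 2 lower at 3 µM, and 187 and 84 at 10 µM; with fenbuconazole 3 and 2 at 10 µM; with 2,4-D there were 0.

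At concentrations below 10 µM, calls were made with 3 µM imazalil alone. Genes that rose were GABRP (0.97 ± 0.13 on the log2 scale, SE, n = 3, adjusted p = 0.00118), TGFBI (0.83 ± 0.16), DHRS3 (0.79 ± 0.13), LMCD1 (0.68 ± 0.12), ST3GAL1 (0.69 ± 0.13), SOX9, a transcription factor (0.67 ± 0.12), ELF3, an epithelial transcription factor (0.65 ± 0.12), SIK1, a salt-inducible kinase (0.60 ± 0.10), TSC22D3 (0.50 ± 0.07), and CA12, a carbonic anhydrase, at 4 probe sets between 0.42 ± 0.08 and 0.69 ± 0.13. KITLG, the ligand of the KIT receptor, fell (-0.52 ± 0.10), as did 1 probe set for ESR1, estrogen receptor alpha (-0.64 ± 0.12, adjusted p = 0.0417), which stood at -0.28 at 10 µM and was not called there. SOX9, ELF3, SIK1, CA12, KITLG and ESR1 were named after their values were seen.

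The 3 µM calls comprised 15 probe sets, 13 higher and 2 lower, of which all but the ESR1 probe set were also called at 10 µM. CYP1A1 stood at 0.48 at 3 µM (adjusted p = 0.54). At the other 7 lower concentrations of imazalil, and at all 8 of fenbuconazole and of 2,4-D, limma called 0 probe sets. At 3 µM fenbuconazole 1788 had an unadjusted p under 0.05 and at 3 µM 2,4-D 2944, against 2731 by chance. The 15 calls with imazalil became 39 with the P number as a block and 0 without P1 or without P3.

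**Figure D2:**
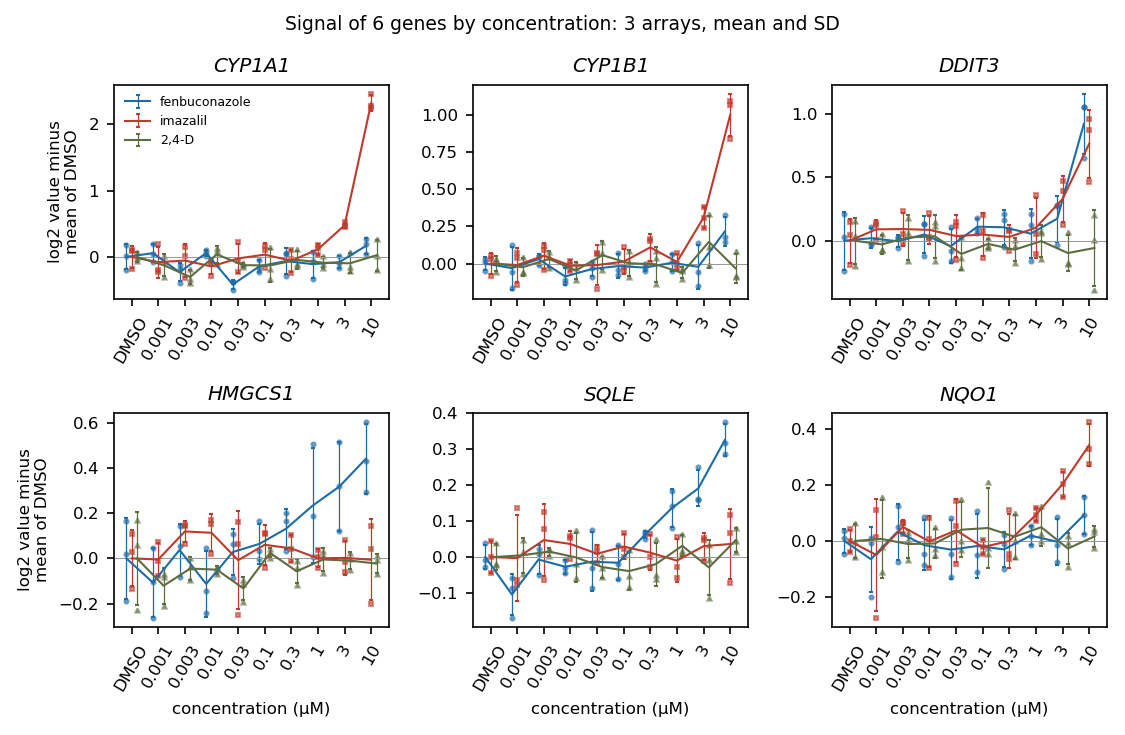
Log2 signal of 6 genes minus the mean of DMSO (vertical axis) against concentration in µM (equal steps), with points for the 3 arrays of a group, lines for their mean and bars for the SD. At 10 µM imazalil CYP1A1 stood at 2.32 and CYP1B1 at 1.00, DDIT3 at 0.92 with fenbuconazole and 0.77 with imazalil, and HMGCS1 at 0.44 and SQLE at 0.32 with fenbuconazole.

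Following the rank of the concentration, 5 of the 30 measured genes in the sterol and fatty acid lists rose with fenbuconazole at 1 or more probe sets, and the lists as such were not tested for a trend. SCD rose by 0.0735 per step (adjusted p = 0.00241), SQLE by 0.0361 (adjusted p = 0.00309), INSIG1 by 0.041 (adjusted p = 0.00618) and HMGCS1 by 0.0526 (adjusted p = 0.0158). The median of the sterol list was 0.09, 0.14, 0.19 and 0.24 at 0.3, 1, 3 and 10 µM, with 16 of 19 genes positive at 0.3 µM and 17 at each higher concentration. The stress response list, in contrast, had a median of 0.05 at 3 µM and 0.18 at 10 µM. With imazalil the aryl hydrocarbon receptor list had medians of 0.01, 0.20 and 0.34 at 1, 3 and 10 µM, and trends were found for TGFBI (adjusted p = 0.000182), GABRP (adjusted p = 0.000523), GPER1 (adjusted p = 0.000533) and DHRS3 (adjusted p = 0.000807). The difference between the lists over concentration was not tested.

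The trend was called for 18 probe sets with fenbuconazole, all rising, for 312 with imazalil, 180 of them rising, and for 0 with 2,4-D, where 2223 had an unadjusted p under 0.05 in limma. Of the 18 with fenbuconazole 1 was also called at 10 µM, and of the 312 with imazalil 52.9% were. The fenbuconazole count was 32 with the P number as a block, 150 with the concentration in µM as the predictor, 6 with 1 probe set per gene, and 0, 2 and 0 without P1, P2 and P3. The imazalil count was 916 with the concentration in µM and 61, 150 and 53 without P1, P2 and P3.

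**Figure D3:**
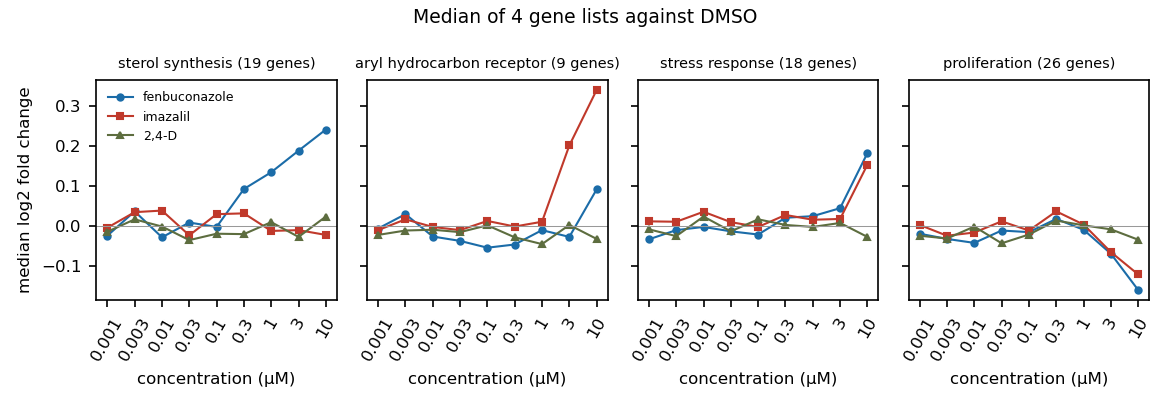
Median log2 fold change against DMSO of 4 gene lists (vertical axis) at each concentration in µM (equal steps), 1 line per chemical. The sterol list with fenbuconazole reached 0.09 at 0.3 µM and 0.24 at 10 µM, and the aryl hydrocarbon receptor list with imazalil 0.20 at 3 µM and 0.34 at 10 µM.

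Imazalil and fenbuconazole, an imidazole and a triazole, differed at the same concentration of 10 µM. CYP1A1 was 4.46-fold higher with imazalil, DHRS3 3.04-fold, AHRR 2.39-fold, ALDH1A3 2.30-fold and CYP1B1 2.12-fold at 1 probe set, where the folds for CYP1A1, DHRS3, AHRR and ALDH1A3 may be understated because their DMSO levels were low. ANXA1 was lower with imazalil, at 0.472-fold of its level with fenbuconazole, as were HMGCS1 (0.734-fold), SCD (0.737-fold) and SQLE (0.819-fold). DDIT3 differed by -0.16 on the log2 scale with a 95% interval of -0.41 to 0.10 and UGT2B15 by -0.19 with an interval of -0.41 to 0.04, so that neither was called and differences within these bounds remain open.

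The test of the difference called 72 probe sets by limma, 54 higher and 18 lower with imazalil, of which 57 were also called in 10 µM imazalil against DMSO. The log2 difference was 2.16 ± 0.12 (SE, n = 3, adjusted p = 7.04e-21) for CYP1A1, 1.60 ± 0.15 for DHRS3, 1.26 ± 0.15 for AHRR, 1.20 ± 0.18 for ALDH1A3, 1.08 ± 0.21 for CYP1B1, 0.99 ± 0.15 for TGFBI, 0.94 ± 0.16 for RGS16, a regulator of G protein signaling, 0.93 ± 0.16 for BDKRB2, a bradykinin receptor, 0.91 ± 0.11 for LMCD1 and 0.89 ± 0.14 for ST3GAL1. Lower with imazalil were ANXA1 (-1.09 ± 0.18, adjusted p = 0.000218), CLIC3 (-0.73 ± 0.14), SLITRK6 (-0.70 ± 0.14), FILIP1L (-0.64 ± 0.11), BMP5 (-0.58 ± 0.14), ZFTRAF1 (-0.56 ± 0.12), HMGCS1 (-0.45 ± 0.09, adjusted p = 0.0142), SCD (-0.44 ± 0.10), PPM1K, a mitochondrial phosphatase (-0.42 ± 0.09), KITLG (-0.42 ± 0.09) and, among the fixed genes, SQLE (-0.29 ± 0.06, adjusted p = 0.00717). CYP51A1 differed by -0.15 (interval -0.38 to 0.08, adjusted p = 0.945) and INSIG1 by -0.35 (interval -0.56 to -0.13, adjusted p = 0.342). The share called, 0.132% of all probe sets, rose to 0.271% with the P number as a block and fell to 0.0293%, 0.0275% and 0.0824% without P1, P2 and P3 and to 0.0330% when the compared groups alone were fitted.

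**Figure D4:**
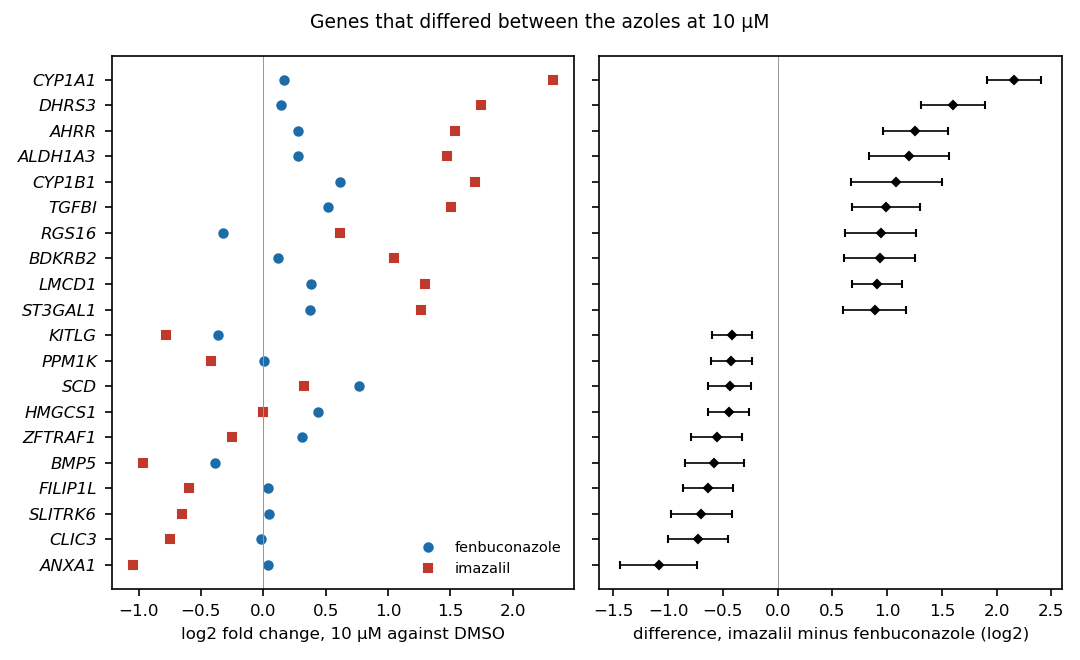
Left, log2 fold change at 10 µM against DMSO for fenbuconazole and imazalil; right, their difference with its 95% interval, for the 10 genes each way with the largest difference past the threshold. The difference was 2.16 for CYP1A1 and -1.09 for ANXA1.

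Against 2,4-D at 10 µM, fenbuconazole gave higher DDIT3 (difference of 0.98 ± 0.13, SE, n = 3, adjusted p = 5.99e-06), SCD (0.68 ± 0.10), HMGCS1 (0.46 ± 0.09), TSC22D3 (0.33 ± 0.06) and SQLE (0.28 ± 0.06), and lower PCDH7 (-0.72 ± 0.16) and UGT2B15 (-0.63 ± 0.11). Imazalil gave higher CYP1A1 (2.30 ± 0.12, adjusted p = 2.76e-22), CYP1B1 (1.03 ± 0.08), DDIT3 (0.82 ± 0.13), ASNS (0.43 ± 0.11) and NQO1 (0.32 ± 0.08), and lower PGR (-0.47 ± 0.08). In all, limma called 41 probe sets for fenbuconazole minus 2,4-D, 35 higher and 6 lower, and 407 for imazalil minus 2,4-D, 273 of them higher. The former, 0.0751% of probe sets, became 0.194% with the P number as a block, 0%, 0.0146% and 0.0201% without P1, P2 and P3, and 0% when the compared groups alone were fitted. The latter, 0.745%, became 0.229%, 0.306% and 0.487% without P1, P2 and P3 and 0.198% with the compared groups alone.

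DDIT3 and TSC22D3 were called as higher, and UGT2B15 as lower at its brightest probe set, at 10 µM of both azoles. Its other probe sets were not called, at -0.42 and 0.04 on the log2 scale with fenbuconazole and -0.48 and 0.15 with imazalil. Of the 271 probe sets called with imazalil, 261 (96.3%) had a change of the same sign with 10 µM fenbuconazole and 170 (62.7%) with 10 µM 2,4-D, with medians of 0.25 and 0.03 in the direction of imazalil. In unchanged groups simulated against the same DMSO arrays the share was 96.4% for the 271 probe sets ranked first, none of which need be a call, so that this value describes ranked noise. The shared calls were 2 up and 1 down, where independent lists would share 0.0103 and 0.00308. With 3 DMSO arrays the controls could not be split into parts of at least 2 arrays, and part of the overlap can come from them.

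Across all probe sets, which are not independent replicates, the 36 pairs of concentrations had a median Spearman correlation of log2 fold changes of 0.446 for fenbuconazole, 0.487 for imazalil and 0.522 for 2,4-D, where unchanged groups against the same DMSO arrays gave 0.474 in each set. For 3 and 10 µM imazalil the value was 0.607 and the covariance 0.0117 against 0.00764 in the simulation, a difference of 0.00403. With no array shared this pair had a correlation of 0 and a covariance of 0.000917. The corresponding difference in covariance was -0.000444 for fenbuconazole and -0.00171 for 2,4-D. The simulated spread holds any difference between P numbers, which cancels in the real group means, so simulated covariances can be too high. With fenbuconazole the simulated value was 0.00835, above the real median of 0.00634 over the 36 pairs. A negative difference therefore does not show that 2 groups lack a shared change. Between chemicals at 10 µM the correlation was 0.519 for fenbuconazole and imazalil (simulated 0.476, difference in covariance 0.00206), 0.441 for fenbuconazole and 2,4-D (0.479, -0.00125) and 0.369 for imazalil and 2,4-D (0.477, -0.00138). When each treated column was set against the DMSO column of its own P number and no array was shared, the medians were -0.048, -0.039 and -0.037 within chemicals. Between chemicals the means were 0.004, -0.002 and -0.015. These values are for single columns of different P numbers, whose noise lowers a correlation by construction. The size of the fall in correlation thus cannot be put down to the shared arrays alone. Noise of single columns does not by itself lower a covariance, and the median covariances within chemicals fell too. They were 0.00634, 0.00702 and 0.00751 with the DMSO arrays shared. With no array or P number shared they were -0.00206, -0.00183 and -0.00144. For the typical pair of concentrations, these values argue against a common response as the source of the positive covariance.

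Of all probe sets, 19.4% lay above 0.1 and 18.4% below -0.1 on the log2 scale at 10 µM fenbuconazole, where unchanged groups gave 19.4% and 19.3% in the simulation. With 10 µM imazalil the shares were 20.5% and 21.5% (simulated 18.4% and 18.3%), and with 10 µM 2,4-D 18.1% and 16.6% (simulated 17.5% and 17.6%). The simulated spread holds any difference between P numbers, so the simulated shares can be too high. At 0.1 µM fenbuconazole the real shares were 16.1% and 15.7%, below the simulated ones. Above a 1.5-fold limit the shares were 0.0549%, 0.214% and 0.00183% for fenbuconazole, imazalil and 2,4-D.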

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

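The comparisons between chemicals at 10 µM were planned; the tests of whole lists between chemicals, and the tests that weigh technical explanations here, were chosen after the result in question was seen; the latter were set before their own values were known, except the test of the sample order for sterol synthesis.

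The effect of 10 µM differed between the chemicals, by limma's test of the difference itself, for 72 probe sets in imazalil minus fenbuconazole, 41 in fenbuconazole minus 2,4-D and 407 in imazalil minus 2,4-D. The log2 difference of imazalil minus fenbuconazole was 2.16 for CYP1A1, 1.60 for DHRS3, 1.26 for AHRR, 1.20 for ALDH1A3, 1.08 for CYP1B1, 0.99 for TGFBI, 0.94 for RGS16, 0.93 for BDKRB2, 0.91 for LMCD1 and 0.89 for ST3GAL1, and -1.09 for ANXA1, -0.73 for CLIC3, -0.70 for SLITRK6, -0.64 for FILIP1L, -0.58 for BMP5, -0.56 for ZFTRAF1, -0.45 for HMGCS1, -0.44 for SCD, -0.42 for PPM1K, -0.42 for KITLG and -0.29 for SQLE. For fenbuconazole minus 2,4-D it was 0.98 for DDIT3, 0.46 for HMGCS1 and 0.28 for SQLE. For imazalil minus 2,4-D it was 2.30 for CYP1A1, 1.03 for CYP1B1, 0.82 for DDIT3, 0.43 for ASNS, 0.32 for NQO1 and -0.47 for PGR. Of 60 tests of whole lists between chemicals 20 passed, 5 of them for imazalil minus fenbuconazole, which had a median of 0.25 for aryl hydrocarbon receptor targets (adjusted p = 2.13e-22), -0.23 for sterol synthesis, with 0 of 19 genes positive (adjusted p = 7.84e-19), -0.13 for fatty acid synthesis (adjusted p = 0.0204, and 0.112 with an estimated correlation), -0.11 for hypoxia (adjusted p = 0.0102, and 0.261) and -0.10 for mesenchymal markers (adjusted p = 0.0192, and 0.0444). The 6 columns of a comparison make only 10 splits, too few for a share under 0.05. The real split gave the largest count in each comparison, 1 of 10, with 72, 41 and 407 probe sets against at most 1, 0 and 3 in the other splits.

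Sterol synthesis genes were higher with 10 µM fenbuconazole, with a median of 0.24 over 19 genes. A shift of the normalization with signal is argued against by 10000 lists matched on mean level, among which the median lay at the percentile 100, with the median of the matched lists at -0.03 and the upper end of their central 95% at 0.03. DMSO arrays that stand apart are argued against by a median of 0.275 when 10 µM was set against the 4 lowest concentrations of fenbuconazole, with 18 of 19 genes positive, and a single P number by a lowest median of 0.136 within a P number. A response of the cells to fenbuconazole is a hypothesis that remains open, since it was found and tested on the same arrays. The order of sample numbers, which runs with concentration in the same way for every chemical, is argued against by medians of -0.02 and 0.024 for the same genes with 10 µM imazalil and 2,4-D (SD over genes of 0.12 and 0.09), while an order effect peculiar to the fenbuconazole samples was not tested.

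Probe sets called with 10 µM imazalil moved the same way with 10 µM fenbuconazole. Shared DMSO arrays alone are argued against by the comparison of 10 µM fenbuconazole with its 4 lowest concentrations, in which no DMSO array takes part and 93.4% of the 271 moved as with imazalil, with 87.1%, 84.5% and 90.4% within P1, P2 and P3. An effect of the sample order is argued against by 2,4-D, whose samples follow the same order and in which 41.7% did so, although the share was 62.7% within P1, 36.9% within P2 and 40.2% within P3. A response that both azoles share may therefore underlie part of the overlap, as a hypothesis tested on the data that raised it.

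The probe sets with a trend over the concentration of imazalil were weighed against the sample order in the same manner. Over the 9 concentrations of 2,4-D the 312 probe sets had a median slope, in the direction of imazalil, of -0.91% of their slope over the 9 concentrations of imazalil, which argues against the order of the samples as the cause. A response to imazalil that grows with concentration remains the open explanation, as a hypothesis. An order of handling peculiar to imazalil was not tested. Within each P number the sample numbers run from DMSO to 2,4-D, fenbuconazole and imazalil. Chemical and position in this order therefore cannot be told apart in comparisons with DMSO or between chemicals.

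Other splits of the columns bear on each count. By the F test with fenbuconazole, 1 of 100 groupings, the real one included, gave as many as the real 3 probe sets (highest other 1). Counted in the same way, it was 1 of 100 by the F test with imazalil (0.214% of probe sets, highest other 0.0806%). For the trend it was 2 of 100 with fenbuconazole (18, highest other 25) and 1 of 100 with imazalil (312, highest other 2). For the lower concentrations of imazalil it was 4 of 100 (15, highest other 88). These shares are under 0.05. They were not adjusted over the counts redrawn, and the redraws ignored the P number, so that chance is not excluded. For the counts of 0 redrawing decides nothing, since every grouping reaches 0. This holds in 100 of 100 groupings for the lower concentrations of fenbuconazole (highest other 30), and for 2,4-D by 100 of 100 in the overall response (highest other 1), the lower concentrations (highest other 170) and the trend (highest other 1). For the lower concentrations the median redrawn grouping gave 0 calls, and the highest gave 88 with imazalil, several times the real 15, and 30 and 170 with fenbuconazole and 2,4-D. What such single groupings reflect was not tested, and the redrawn imazalil columns include the 3 µM arrays, which gave the real calls. Between the values of the P number 194, 484 and 402 probe sets differed in the fenbuconazole, imazalil and 2,4-D sets. Whether the P number underlies the large redrawn counts was not tested.

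For 10 µM against DMSO the 6 columns allow 10 splits, too few for a share under 0.05. The real split gave 5 probe sets with fenbuconazole and 271 with imazalil, against at most 0 in the other splits, each 1 of 10, and 0 with 2,4-D, against at most 6, where all 10 of 10 reach 0 by construction. For the lists, the real split gave 7 with fenbuconazole, against at most 4 in the others, 1 of 10; 4 with imazalil, against at most 6, 2 of 10; and 0 with 2,4-D, against at most 2, again 10 of 10 by construction. The camera test with its preset correlation thus passed lists in splits that mix treated and DMSO columns, at a median of 2 lists per other split with either azole. The smallest adjusted p in the other splits was 3.76e-05 for the sterol list with fenbuconazole, 2.17e-06 for its stress response list and 0.00402 for the aryl hydrocarbon receptor list with imazalil, each larger than that of the real split, and these lists passed in 4, 3 and 5 of the 9 other splits. No other split balances treated and DMSO columns, so each keeps part of a true shift, in either direction. Passes by these lists in other splits therefore do not measure false calls. The interferon list, which did not pass with fenbuconazole, passed in 5 of the 9 with a smallest adjusted p of 1.2e-11, below that of 5 of the 7 lists called with fenbuconazole, so that a small p of this test alone does not set a list apart. For proliferation with imazalil the smallest was 0.00455, against the real 0.0013.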

How the results depend on the processing

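Leaving out P numbers for the correlations and for the shares of probe sets by size was added after the data were seen; all other alternatives were planned. Of the results for named genes, 50 of 83 kept their direction and side of the threshold with fenbuconazole, 333 of 388 with imazalil and 217 of 269 between the azoles; the remaining 33, 55 and 52 kept their direction and were no longer called. Of 88 results for lists, 83 were kept and 5 were no longer called. CYP1A1 with imazalil ranged from 2.23 to 2.42 and kept its call throughout. The sterol list with fenbuconazole, by its mean, ranged from 0.24 to 0.26 and kept its call throughout. Unless a clause says otherwise, the cause of a change was not tested. Detection calls were not used here, and signal over background, which limits the folds of dim probe sets, was not measured.

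With the P number as a block, the calls for fenbuconazole were 5 by the F test, 15 at 10 µM and 32 for the trend. Those for imazalil were 0.357% of all probe sets by the F test and 39 at lower concentrations, with 8 lists, and those between chemicals were 0.271% (imazalil minus fenbuconazole) and 0.194% (fenbuconazole minus 2,4-D). Of the 30 columns in each set, 24, 24 and 25 correlated best with their own P number for fenbuconazole, imazalil and 2,4-D. Each P number occurs once in every group, although the labels do not explain it. The title number as a block gave 8 at 10 µM fenbuconazole and 31 at lower concentrations of imazalil. Probe sets above the median signal gave 32 for the fenbuconazole trend. An intensity trend with robust estimation gave 14 by the F test, 21 at 10 µM and 35 for the trend of fenbuconazole, and 0.337% by the F test for imazalil. Array weights gave 9 at 10 µM fenbuconazole and 0.383% by the F test for imazalil, and joint quantile normalization 0 by the F test for fenbuconazole. An adjusted p under 0.1, by its construction, gave 8 at 10 µM and 31 for the trend of fenbuconazole, 0.328% by the F test, 0.775% at 10 µM and 493 for the trend of imazalil, 1 at lower concentrations of 2,4-D and 1.15% for imazalil minus 2,4-D. With 1 probe set per gene, fenbuconazole had 3 at 10 µM and 6 for the trend, and 2,4-D 1 at lower concentrations. The compared columns alone, with fewer degrees of freedom, gave 0 and 0.121% at 10 µM fenbuconazole and imazalil, and 0.0330%, 0% and 0.198% for imazalil minus fenbuconazole, fenbuconazole minus 2,4-D and imazalil minus 2,4-D. A fold of at least 1.5 left 0.225% at 10 µM imazalil. Concentration in µM gave trends of 150 and 916 for fenbuconazole and imazalil. Without subtraction of DMSO, the shift between normalizations remained and the chemicals differed at 0.890%, 6.51% and 10.6% of probe sets.

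Over the settings that left out a P number or an array, the calls ranged from 0 to 2 by the F test, 0 to 7 at 10 µM, 0 to 1 at lower concentrations and 0 to 2 for the trend with fenbuconazole; from 0.0275% to 0.0824%, 0.110% to 0.379%, 0 to 18 and 53 to 150 with imazalil; and from 0 to 0, 0 to 2, 0 to 1 and 0 to 0 with 2,4-D. Between chemicals they ranged from 0.0275% to 0.0824%, 0% to 0.0201% and 0.229% to 0.487%. A group left with 2 arrays has less power by construction. The median correlations ranged from 0.401 to 0.517, 0.436 to 0.553 and 0.488 to 0.538 for fenbuconazole, imazalil and 2,4-D, and from 0.426 to 0.613, 0.394 to 0.506 and 0.313 to 0.469 for fenbuconazole with imazalil, fenbuconazole with 2,4-D and imazalil with 2,4-D. The shares above 0.1 ranged from 22% to 24.7%, 23.7% to 25.4% and 21.4% to 24.5%, and those below -0.1 from 21.4% to 23.6%, 23.5% to 27.9% and 20.1% to 23.1%, with fewer arrays averaged.

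With the DMSO column of the same P number for each column, so that no array was shared, the correlations were near 0. They stood at -0.048, -0.039 and -0.037 for fenbuconazole, imazalil and 2,4-D. Those of fenbuconazole and imazalil with 2,4-D were -0.002 and -0.015, and that of the azoles was 0.004. These are correlations of single columns, which are noisier than the group means used otherwise. Pearson's correlation for 2,4-D was 0.552 and that above the median signal 0.553. A 1.5-fold limit gave shares above it of 0.0549%, 0.214% and 0.00183% and below it of 0.0183%, 0.0751% and 0.00183%. Above the median signal the shares above 0.1 were 21%, 25.2% and 16.1%, and those below -0.1 were 22.3% and 18.8% for fenbuconazole and 2,4-D.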

Other observations

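The probe sets named in the next 2 paragraphs were chosen after their values were seen.

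With fenbuconazole, 18 probe sets followed the rank of the concentration, and those with a single symbol belonged to 10 genes. Of these genes SQLE, INSIG1, HMGCS1 and DHCR7 were in the sterol list and SCD was in the fatty acid list, 5 of 10. By chance 0.0152 would be expected with 30 list genes among 19774 (Fisher's exact test, p = 1.42e-12). That test takes genes as independent and was chosen after the data were seen. A second probe set for HMGCS1 rose by 0.0829 per step (adjusted p = 0.00776) and stood at 0.77 at 10 µM, and further ones for SQLE and INSIG1 rose by 0.0707 and 0.0544. The other genes were TRIB3 (slope 0.0513), TSC22D3 (0.0514), ALDOC, a glycolytic aldolase (0.0428), OR7C1, an olfactory receptor (0.0358), and MMAB, an enzyme of cobalamin metabolism (0.0342).

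With 10 µM imazalil, estrogen receptor targets moved in both directions. Of 22 measured genes, 3 rose and 2 fell over all probe sets, with a median of -0.03, and 4 rose and 5 fell adjusted over the list alone. Higher were MYC, a transcription factor (0.62 ± 0.08 on the log2 scale, SE, n = 3, limma adjusted p = 5.21e-05), CA12 (0.54 ± 0.09) and STC2, stanniocalcin 2 (0.49 ± 0.09), and lower were PGR (-0.43 ± 0.09) and OLFM1, olfactomedin 1 (-0.44 ± 0.08). The test of fry for change in either direction gave an adjusted p of 1.94e-16, and camera, which asks for a shift in 1 direction against other genes, gave 0.806. Among other lists GDF15 rose (1.24 ± 0.16), as did ABCC3, an export pump (0.49 ± 0.09), whereas AGR2, a luminal disulfide isomerase (-0.59 ± 0.09 at 1 probe set), BAG3, a co-chaperone (-0.36 ± 0.08), and CAV1 (-0.55 ± 0.11) fell.

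Lists that passed camera in the planned fit with none of the chemicals had these smallest adjusted p over the 3: 0.385 for CAR and PXR targets, 0.722 for estrogen receptor targets, 0.772 for steroid hormone synthesis, 0.18 for PPAR targets, 0.07 for p53 targets, 0.0581 for heat shock and for interferon response, 0.18 for hypoxia, 0.659 for ribosomal proteins, and 0.606, 0.494, 0.0636 and 0.321 for luminal, hepatocyte, mesenchymal and blood cell markers. The fry test passed 8 lists with fenbuconazole and 6 with imazalil, adding PPAR targets with the former (adjusted p = 0.0221) and p53 targets (0.0358), the respiratory chain (0.0168) and mesenchymal markers (0.0263) with the latter, where it no longer passed proliferation (0.0589). With the P number as a block, camera also passed p53 targets with both azoles (0.0266), heat shock with fenbuconazole (0.0483), and interferon response (0.016), the respiratory chain (0.0408) and mesenchymal markers (0.0408) with imazalil. The interferon list with imazalil had medians between -0.21 and -0.09 at all 9 concentrations, and at 10 µM it stood at 0.03, -0.43 and -0.27 within P1, P2 and P3. For mesenchymal markers with fenbuconazole the median was 0.03 and the mean -0.02, of opposite sign.

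The Affymetrix control probe sets gave 0 calls by limma at 10 µM of any chemical, with smallest adjusted p of 0.185, 0.125 and 0.0679 for fenbuconazole, imazalil and 2,4-D and 14, 6 and 9 at an unadjusted p under 0.05.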
